# Understanding microRNA Regulation Involved in the Metamorphosis of the Veined Rapa Whelk (*Rapana venosa*)

**DOI:** 10.1534/g3.117.300210

**Published:** 2017-10-27

**Authors:** Hao Song, Lu Qi, Tao Zhang, Hai-yan Wang

**Keywords:** miRNA, metamorphic transition, gastropod, larval

## Abstract

The veined rapa whelk (*Rapana venosa*) is widely consumed in China. Nevertheless, it preys on oceanic bivalves, thereby reducing this resource worldwide. Its larval metamorphosis comprises a transition from pelagic to benthic form, which involves considerable physiological and structural changes and has vital roles in its natural populations and commercial breeding. Thus, understanding the endogenous microRNAs (miRNAs) that drive metamorphosis is of great interest. This is the first study to use high-throughput sequencing to examine the alterations in miRNA expression that occur during metamorphosis in a marine gastropod. A total of 195 differentially expressed miRNAs were obtained. Sixty-five of these were expressed during the transition from precompetent to competent larvae. Thirty-three of these were upregulated and the others were downregulated. Another 123 miRNAs were expressed during the transition from competent to postlarvae. Ninety-six of these were upregulated and the remaining 27 were downregulated. The expression of miR-276-y, miR-100-x, miR-183-x, and miR-263-x showed a >100-fold change during development, while the miR-242-x and novel-m0052-3p expression levels changed over 3000-fold. Putative target gene coexpression, gene ontology, and pathway analyses suggest that these miRNAs play important parts in cell proliferation, migration, apoptosis, metabolic regulation, and energy absorption. Twenty miRNAs and their target genes involved in ingestion, digestion, cytoskeleton, cell adhesion, and apoptosis were identified. Nine of them were analyzed with real-time polymerase chain reaction (PCR), which showed an inverse correlation between the miRNAs and their relative expression levels. Our data elucidate the role of miRNAs in *R. venosa* metamorphic transition and serve as a solid basis for further investigations into regulatory mechanisms of gastropod metamorphosis.

Molluscs are biphasic, and metamorphosis is a vital developmental event in their life cycle (Huan *et al.* 2015). In evolutionary terms, animal metamorphosis is crucial because it apparently developed independently in different clades (Hadfield 2000). Competent larvae require a suitable attachment site for metamorphosis, and an unfavorable substrate may be fatal (Bishop *et al.* 2006). Metamorphosis occurs in a relatively short time (generally <48 hr) but is accompanied by high mortality (Huan *et al.* 2015). Therefore, premetamorphosis recruitment and postmetamorphosis survival control mollusc population dynamics (Chandramouli *et al.* 2014). Metamorphosis determines extensive morphological and behavioral changes such as velum degradation and reabsorption, foot proliferation and elongation, and the initiation of rapid secondary shell growth. Thus, elucidating molluscan metamorphic transition attracts considerable theoretical interest among marine biologists.

The rapa whelk, *Rapana venosa*, a mollusc, is widely consumed in China. Efforts involving its commercial aquaculture have been undertaken by many enterprises since 1992 owing to its economic importance (Yuan 1992). However, large-scale aquaculture of this species has been hampered by difficulties with larval culture during metamorphosis. Moreover, wild veined rapa whelk resources have been declining in China owing to increasing fishing activity. This whelk is considered an invasive species beyond the western Pacific Ocean as a result of unintended world-wide transportation, and it heavily threatens the biomass of local bivalves (Yuan 1992). It was first recorded as an invasive species in the Black Sea during the 1940s (Drapkin 1963). Since then, primarily owing to unintended global transport, *R. venosa* has become extremely pervasive and has extended its range to Quiberon Bay, France (Mann *et al.* 2004); Chesapeake Bay (Harding and Mann 1999); Rio de la Plata between Uruguay and Argentina (Pastorino *et al.* 2000); and The Netherlands’ coastal waters (Nieweg *et al.* 2005). Its prevalence heavily disrupts native trophic structure and damages endemic bivalve resources. Metamorphosis may control population dynamics; therefore, understanding its mechanism may be useful for aquaculture, resource restoration, and preventing biological invasion of *R. venosa*.

There are few published reports on *R. venosa* metamorphosis. A previous study described morphological changes that *R. venosa* undergoes in the metamorphosis process; the study also indicated that during this process, the diet of *R. venosa* shifts from phytophagous to carnivorous (Pan *et al.* 2013). Metamorphosis inducers for this species were also investigated, and it was found that acetylcholine chloride and calcium chloride (CaCl_2_) were effective and had low toxicity (Yang *et al.* 2015), suggesting that these compounds may be promising in artificial aquaculture. A comprehensive transcriptome database of *R. venosa* has been constructed from precompetent, competent, and postlarvae (Song *et al.* 2016c), and it forms a baseline for future studies on gene/protein activity associated with metamorphosis. Transcriptomic and proteomic analyses of *R. venosa* metamorphosis identified differentially expressed genes/proteins. This finding indicates that there are multiple processes involved in its metamorphic transition, especially ingestion and digestion, cytoskeleton and cell adhesion, stress response and immunity, and tissue-specific development (Song *et al.* 2016b,d). The metabolic profiles of competent and postlarval stages of *R. venosa* were examined by gas chromatography-mass spectrometry (GC−MS). The analysis detected 53 metabolites whose concentrations differed before and after metamorphosis. They are indicative of the changes in energy metabolism and cell signaling that occur during metamorphosis (Song *et al.* 2016a). Nevertheless, since microRNAs (miRNAs) participate in RNA silencing and post-transcriptional gene expression regulation (Ambros 2004; Bartel 2004), miRNA data are required to provide further concrete support for conclusions drawn from the transcriptome/proteome data.

The miRNAs are short (∼22 nt) and noncoding and have been implicated in cell differentiation, proliferation, migration, and apoptosis. They downregulate the expression of target genes by binding to their 3′ untranslated regions (UTRs) (Sun *et al.* 2017). Metamorphosis is essential for developmental and evolutionary success. Nevertheless, the mechanism by which miRNAs regulate this process remains to be determined. Over the past 10 yr, several studies have been conducted on this aspect in insects, fish, and amphibians. A mutation was found that eliminates let-7 and miR-125 and leads to widespread defects during the metamorphosis of the insects *Blattella germanica* and *Drosophila melanogaster* (Caygill and Johnston 2008; Mercedes *et al.* 2012; Sempere *et al.* 2002). When anti-miR-100 depleted miR-100 in the last instar of the hemimetabolan insect *B. germanica*, the adult wings were slightly smaller than those of the wild type. They also presented with partial fusion of the cross-veins in the anterior remigium and abnormal bifurcations of those in the posterior remigium. The depletion of let-7 elicited the same adult wing vein pattern malformations (Rubio and Belles 2013). The MiR-2 family regulates *B. germanica* metamorphosis by controlling the juvenile hormone signaling pathway (Lozano *et al.* 2015). In the holometabolan *D. melanogaster*, miR-9a-mutants showed wing margin defects and a few ectopic sensory organs (Li *et al.* 2006), and in a later study, miR-9 was found to prevent apoptosis during wing development (Bejarano *et al.* 2010). In the Japanese flounder (*Paralichthys olivaceus*), the expression patterns of 197 miRNAs during metamorphosis were analyzed, and a later study showed that the decrease in miR-17 upregulated Cdc42 during metamorphosis (Zhang *et al.* 2016). In the amphibian *Xenopus tropicalis* and in fish, expression-profiling miRNAs at metamorphosis were identified. The miR-133 played an important part in skeletal muscle development during metamorphosis (Zhang *et al.* 2016). Molluscs include the largest marine phylum, and comprise ∼23% of the total marine organisms. Metamorphosis is the most important developmental event in the molluscan life cycle; however, the characterization and roles of miRNAs in molluscan metamorphosis have not been determined to date.

The purpose of the present study was to elucidate the endogenous miRNAs that drive metamorphosis in the veined rapa whelk *R. venosa*. By sequencing on the Illumina HiSeq 2500 platform, we compared the global expression profiles of small RNAs in precompetent larvae (pre-CL), competent larvae (CL), and postlarvae (PL). In previous studies, we investigated the mRNA global expression profile of whelk metamorphosis (Song *et al.* 2016d); therefore, in the present study we performed a differentially expressed miRNA-mRNA correlation analysis to elucidate miRNA regulation in whelk metamorphosis. These findings will provide new insights into gastropod metamorphosis and facilitate investigation of miRNA function in a biphasic life cycle in the future.

## Materials and Methods

### Sampling

Parent *R. venosa* were collected from their naturally growing areas in Laizhou Bay, China (37°11′4.78″N, 119°41′3.75″E). Parent culture, spawning, larval incubation, and rearing were performed at the Blue Ocean (Laizhou, Shandong, China) according to previously published methods (Pan *et al.* 2013). Planktonic larvae were cultured in 2.5 × 4 × 1.2 m cement pools at 23.5–25.8° and a density of 0.3/ml. *Isochrysis galbana*, *Chlorella vulgaris*, and *Platymonas subcordiformis* were pooled and provided as a daily diet (2 × 10^5^ cells/ml, two times) to the pelagic larvae. Samples from the precompetent larval (three spiral-whorls) stage, the competent larval (four spiral-whorls) stage, and the postlarval (juvenile) stage were collected as three biological replicates, each of which consisted of 40–100 individuals. The samples were inspected under a microscope to ensure that >95% of the individuals were developmentally synchronized. Each replicate was then rinsed with double-distilled H_2_O and flash-frozen in liquid nitrogen until use.

### Library construction and sequencing

Total RNA was extracted from an individual intestine using the RNeasyMini Kit (Qiagen, Germantown, MD) according to the manufacturer’s instructions. The quality and concentration of RNA were measured using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA). RNA molecules in the size range of 18–30 nt were enriched by polyacrylamide gel electrophoresis (PAGE). The 3′ adapters were added and the 36–44 nt RNAs were enriched. The 5′ adapters were then ligated to the RNAs as well. The ligation products were reverse-transcribed by polymerase chain reaction (PCR) amplification. The 140–160-bp PCR products were enriched to generate a cDNA library and sequenced using Illumina HiSeq 2500 (Gene Denovo Biotechnology, Guangzhou, China).

### Sequence data analysis

Raw data were obtained from base calling on the original image. They were cleaned by removing reads containing poly-N or poly-A/T/C/G and 5′ adapter contaminants, and those missing 3′ adapters or insert tags. Low-quality reads were also eliminated. Other RNAs (tags originating from protein-coding genes, repeat sequences, rRNA, tRNA, snRNA, and snoRNA) were deleted after blasting against the RepeatMasker (www.repeatmasker.org/), the GenBank database (http://blast.ncbi.nlm.nih.gov), and the Rfam database (http://sanger.ac.uk/software/Rfam). No miRNA information for rapa whelk is included in miRBase v. 21.0, so the remaining clean reads were aligned to it with ≤2 mismatches to seek all known precursor/mature miRNAs. The miRNAs with the highest expression for each mature miRNA family were selected as temporary miRNA references. Clean data were aligned to them and their expression levels were calculated by summing the read counts aligned with the temporary miRNA database with ≤2 mismatches. The precursors of the identified miRNAs were predicted. Molecules without a hairpin structure were identified as pseudo-miRNAs. The potentially novel miRNAs were detected by using MIREAP (http://sourceforge.net/projects/mireap/) with stem-loop structure prediction (Chen *et al.* 2013).

By pairwise comparison of the miRNA expressions among precompetent, competent and postlarval samples, the differentially expressed miRNAs were identified and estimated. This procedure conforms to the BGI standard as follows: (1) the expression of the miRNA in each sample was normalized to determine the TPM (transcripts per million). The formula TPM = actual miRNA count/total count of clean reads × 10^6^ was normalized. (2) The final TPM in each larval stage was calculated by averaging three biological replicates. (3) Fold-change and *P*-values were calculated based on the normalized expression as described previously (Sun *et al.* 2017).

### Quantitative real-time PCR

The total RNA isolated as described above was used in real-time PCR. Briefly, 1 μg of total RNA was reverse-transcribed into cDNA using the One Step PrimeScript miRNA cDNA Synthesis Kit (TaKaRa Bio, Kusatsu, Shiga, Japan), following the manufacturer’s directions. For the mRNA quantitative PCR (qPCR) assay, the primers (Supplemental Material, Table S1) were designed using Primer3 (http://primer3.sourceforge.net/releases.php). The reaction proceeded as follows: 95° for 3 min; 95° for 15 sec, 60° for 25 sec, 72° for 15 sec for 40 cycles, and a final 20-min extension step at 72°. RL28 was chosen as a control gene for internal standardization (Song *et al.* 2017). The mRNA expression levels were quantified with the SYBR PrimeScript RT-PCR Kit II (TaKaRa Bio) following the manufacturer’s instructions on an Eppendorf Mastercycler ep realplex platform (Eppendorf, Hamburg, Germany). For the miRNA qPCR assay, the reaction proceeded for 60 min at 37° and 5 sec at 85°. The cDNA was amplified using real-time PCR and platinum SYRB Green qPCR SuperMix-UDG (Invitrogen, Carlsbad, CA) with miRNA-specific forward and reverse primers (Table S1). The 5.8 S rRNA was used as an internal reference gene to normalize the data (Zheng *et al.* 2016). The amplification products were detected by melting curve and gel electrophoresis to ensure primer efficiency and PCR specificity. The relative expression levels of mRNA and miRNA were estimated by the 2^−ΔΔCT^ method. All data were presented as means ± SE (*N* = 3). Statistical significance was analyzed using SPSS v. 18, with *P* < 0.05 being considered significant.

### Target gene prediction and correlation analysis of miRNA-mRNA

The 3′ UTRs from the rapa whelk transcriptome assembly (Song *et al.* 2016c,d) were used as a reference database to predict the target genes with RNA hybrid v. 2.1.2, svm_light v. 6.01, Miranda v. 3.3a, and TargetScan v. 7.0. The targeting criteria were: (1) no mismatch is allowed between 2 and 8 nt on the 5′ end; (2) the G–U matching number cannot be >3; and (3) the minimum free energy (MFE) of the miRNA/target duplex should be >75% of the MFE of the miRNA bound to its perfect complement. The target genes of differentially expressed miRNAs were mapped to the gene ontology (GO) database (http://www.geneontology.org/) and the KEGG (Kyoto Encyclopedia of Genes and Genomes; http://www.genome.jp/kegg/) pathways for GO and KEGG analyses. GO and pathway terms with *P* ≤ 0.05 (Bonferroni’s correction) were considered statistically significant. The differentially expressed mRNA identified in a previous study (Song *et al.* 2016d) and the differentially expressed miRNAs were integrated to analyze the key miRNA-target pairs. Only the inversely correlated miRNA-target pairs with MFE ≤ −18 were screened.

### Data availability

Raw sequencing data were submitted to the GEO (Gene Expression Omnibus) database with accession No. GSE102631. Supplemental materials include the details of primers for qPCR assays (Table S1), the differentially expressed miRNAs during metamorphosis development (Table S2), and miRNA-target pairs of differentially expressed miRNAs (Table S3).

## Results

### MicroRNA library construction

To identify the miRNAs differentially expressed during metamorphosis in rapa whelk, nine small RNA libraries (precompetent larvae: Pre-CL 1, Pre-CL 2, and Pre-CL 3; competent larvae: CL 1, CL 2, and CL 3; postlarvae: PL 1, PL 2, and PL 3) were constructed using Illumina sequencing. 

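The paper describes each of the 3 replicates per stage as 40 to 100 individuals, but its methods also give the intestine of one individual as the source of the RNA, so what a library holds is not settled. Precompetent larvae had 3 spiral whorls and competent larvae had 4. The authors deposited the number of tags they counted on each of 918 miRNA references of 18 to 26 nt, 763 of them known miRNAs and 155 predicted by the authors, with a TPM value beside each count. Between 3762511 and 6781384 counts per library fell on these references. The deposited TPM are scaled to the tags that the authors annotated as known or predicted miRNA in that library, and a count of 0 is written as 0.01. For the comparisons of stages, the counts were normalized by edgeR's TMM method and are given as its CPM, and all 9 libraries entered one fit of edgeR's quasi-likelihood test. The test covered the 214 miRNAs that passed edgeR's filter on low counts. A miRNA was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 together with a fold change over 2. The test gives no standard error, so those printed are the size of the log2 fold change over the square root of its F statistic. A count of 0 in one library allows a level of up to 0.442 to 0.797 CPM over the miRNA counts, depending on the library. These limits cover counting error only, because the reads carry no molecular identifiers.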

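In the deposited read summary, the libraries held between 8235539 clean reads in PL 1 and 10694742 in CL 1. Before this step, 9828201 to 12264451 reads per library had passed the quality filter. The share of these reads that was removed for being under 18 nt was 4.29%, 4.30% and 14.5% in precompetent larvae, 5.46%, 5.93% and 6.26% in competent larvae, and 19.0%, 11.5% and 9.00% in postlarvae.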

A dataset consisting of ∼85,000,000 reads (ranging from 8,235,539 to 10,159,366 among the samples) was obtained after trimming the adapter sequences (Table 1). 

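As a share of clean reads, rRNA made up 5.11% ± 0.281 (SD, n = 3 libraries) in precompetent larvae, 3.55% ± 0.334 (SD, n = 3) in competent larvae and 7.65% ± 1.40 (SD, n = 3) in postlarvae. The share of tRNA was 0.166% ± 0.0134 (SD, n = 3), 0.0972% ± 0.00491 (SD, n = 3) and 0.874% ± 0.0977 (SD, n = 3) in the same order, which is 8.99 times as high in postlarvae as in competent larvae. The share of snRNA was 0.0417% ± 0.00410 (SD, n = 3), 0.0303% ± 0.00314 (SD, n = 3) and 0.145% ± 0.00882 (SD, n = 3). The libraries of any 2 stages did not overlap in these 3 classes (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The share of snoRNA was 0.00138% ± 0.00057 (SD, n = 3) in precompetent larvae, 0.00226% ± 0.00073 (SD, n = 3) in competent larvae and 0.00419% ± 0.00060 (SD, n = 3) in postlarvae, and the larval stages overlapped (exact two-sided permutation test, p = 0.2). Counted as unique sequences in place of reads, the difference in rRNA between postlarvae and precompetent larvae changed from 2.54 percentage points to -1.31, and that in snoRNA between postlarvae and competent larvae from 0.00193 to -0.00449.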

A BLAST run against the NCBI GenBank, the RepeatMasker, and the Rfam database identified 19,494 (8.75%) to 18,982 (11.77%) unique small RNAs as rRNA, 229 (0.11%) to 635 (0.19%) as snRNA, 28 (0.01%) to 68 (0.03%) as snoRNA, and 1284 (0.62%) to 3619 (1.12%) as tRNA (Table 1). After removing these small RNAs, the remaining RNAs were further analyzed to identify rapa whelk miRNAs against miRBase v. 21.0. 

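Known miRNAs accounted for 65.4% ± 2.01 (SD, n = 3 libraries) of the clean reads in precompetent larvae, 62.0% ± 3.73 (SD, n = 3) in competent larvae and 51.3% ± 4.61 (SD, n = 3) in postlarvae. Every postlarval library was lower than every larval library (exact two-sided permutation test against either larval stage, p = 0.1). The difference between precompetent and competent larvae was within the spread of the libraries (exact two-sided permutation test, p = 0.2), and it changed from -3.46 percentage points to 1.99 when the unannotated reads were left out of the total.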

A total of 19,878 (12.33%), 20,976 (11.31%), and 18,263 (9.69%) unique known miRNAs were sought in precompetent larvae, 21,033 (9.44%), 17,913 (9.51%), and 16,210 (7.85%) in competent larvae, and 20,573 (6.36%), 24,996 (7.57%), and 22,325 (6.56%) in postlarvae. 

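The miRNAs predicted by the authors took a far smaller part of the clean reads, 0.0750% ± 0.0101 (SD, n = 3 libraries) in precompetent larvae, 0.0508% ± 0.00375 (SD, n = 3) in competent larvae and 0.0434% ± 0.00196 (SD, n = 3) in postlarvae. No 2 stages overlapped in this share (exact two-sided permutation test, p = 0.1).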

There were 212 (0.13%), 211 (0.11%), and 209 (0.11%) unique novel miRNAs found in precompetent larvae, 192 (0.09%), 191 (0.10%), and 181 (0.09%) in competent larvae, and 173 (0.05%), 205 (0.06%), and 207 (0.06%) in postlarvae.

**Table 1:** Mapping statistics of the sequencing data

Sample	Total		rRNA	snRNA	snoRNA	tRNA	known_mirna	novel_mirna	transcriptome	unann
Total sRNAs										
Pre-CL 1		8871613 (100.00%)	446583 (5.03%)	3962 (0.04%)	103 (0.00%)	15565 (0.18%)	5976796 (67.37%)	6857 (0.08%)	489213 (5.51%)	1932534 (21.78%)
Pre-CL 2		9550589 (100.00%)	517504 (5.42%)	3535 (0.04%)	91 (0.00%)	16463 (0.17%)	6050397 (63.35%)	8005 (0.08%)	529334 (5.54%)	2425260 (25.39%)
Pre-CL 3		8828363 (100.00%)	430096 (4.87%)	3832 (0.04%)	179 (0.00%)	13317 (0.15%)	5790774 (65.59%)	5642 (0.06%)	548611 (6.21%)	2035912 (23.06%)
CL 1		10694742 (100.00%)	381354 (3.57%)	2904 (0.03%)	293 (0.00%)	9822 (0.09%)	6671240 (62.38%)	5372 (0.05%)	531073 (4.97%)	3092684 (28.92%)
CL 2		10099364 (100.00%)	323604 (3.20%)	3067 (0.03%)	265 (0.00%)	10247 (0.10%)	6615421 (65.50%)	5537 (0.05%)	459241 (4.55%)	2681982 (26.56%)
CL 3		8705674 (100.00%)	336962 (3.87%)	2911 (0.03%)	124 (0.00%)	8560 (0.10%)	5055094 (58.07%)	4126 (0.05%)	515795 (5.92%)	2782102 (31.96%)
PL 1		8235539 (100.00%)	762545 (9.26%)	11571 (0.14%)	394 (0.00%)	79344 (0.96%)	3788195 (46.00%)	3570 (0.04%)	545512 (6.62%)	3044408 (36.97%)
PL 2		9457937 (100.00%)	659629 (6.97%)	13152 (0.14%)	397 (0.00%)	84076 (0.89%)	5051974 (53.42%)	3917 (0.04%)	502551 (5.31%)	3142241 (33.22%)
PL 3		10159366 (100.00%)	683232 (6.73%)	15748 (0.16%)	365 (0.00%)	78210 (0.77%)	5532014 (54.45%)	4606 (0.05%)	541416 (5.33%)	3303775 (32.52%)
Unique sRNAs										
Pre-CL 1		161280 (100.00%)	18982 (11.77%)	260 (0.16%)	30 (0.02%)	1306 (0.81%)	19878 (12.33%)	212 (0.13%)	22477 (13.94%)	98135 (60.85%)
Pre-CL 2		185539 (100.00%)	20339 (10.96%)	269 (0.14%)	31 (0.02%)	1313 (0.71%)	20976 (11.31%)	211 (0.11%)	25368 (13.67%)	117032 (63.08%)
Pre-CL 3		188569 (100.00%)	18343 (9.73%)	249 (0.13%)	50 (0.03%)	1389 (0.74%)	18263 (9.69%)	209 (0.11%)	30383 (16.11%)	119683 (63.47%)
CL 1		222691 (100.00%)	19494 (8.75%)	269 (0.12%)	68 (0.03%)	1497 (0.67%)	21033 (9.44%)	192 0.09%)	21663 (9.73%)	158475 (71.16%)
CL 2		188340 (100.00%)	16852 (8.95%)	220 (0.12%)	59 (0.03%)	1362 (0.72%)	17913 (9.51%)	191 (0.10%)	17988 (9.55%)	133755 (71.02%)
CL 3		206425 (100.00%)	19762 (9.57%)	229 (0.11%)	28 (0.01%)	1284 (0.62%)	16210 (7.85%)	181 (0.09%)	21359 (10.35%)	147372 (71.39%)
PL 1		323650 (100.00%)	32127 (9.93%)	580 (0.18%)	76 (0.02%)	3619 (1.12%)	20573 (6.36%)	173 (0.05%)	27505 (8.50%)	238997 (73.84%)
PL 2		330025 (100.00%)	31100 (9.42%)	635 (0.19%)	62 (0.02%)	3432 (1.04%)	24996 (7.57%)	205 (0.06%)	26410 (8.00%)	243185 (73.69%)
PL 3		340097 (100.00%)	31250 (9.19%)	630 (0.19%)	67 (0.02%)	3424 (1.01%)	22325 (6.56%)	207 (0.06%)	28421 (8.36%)	253773 (74.62%)

### Different expression profiles of miRNAs

The differentially expressed miRNAs were identified by *t*-test with a fold change >2 and *P* < 0.05. 

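With this rule applied to the log2 of the deposited TPM, 195 miRNAs were called, and all 195 are those in Table S2. In 86 of them, the 3 libraries of at least one stage had a count of 0, and 41 had under 10 counts in every library. EdgeR's test called 124 miRNAs, 105 of which are in Table S2. Of the 90 miRNAs in Table S2 that edgeR did not call, 65 were left out by the filter on low counts and 25 were tested.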

A total of 195 miRNAs were obtained, including 33 upregulated and 32 downregulated during the transition from precompetent to competent larvae, and 96 upregulated and 27 downregulated during metamorphosis (Figure 1 and Table S2). 

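By edgeR's test, 22 miRNAs were higher and 20 lower in competent than in precompetent larvae. Between competent larvae and postlarvae, 48 miRNAs were higher and 31 lower after metamorphosis. Between precompetent larvae and postlarvae, 61 were higher and 47 lower in postlarvae. When only miRNAs with a mean TPM over 10 were tested, 64 were called in at least one comparison in place of 124. For this limit TPM were counts over clean reads, and the TMM sizes were computed anew on the miRNAs kept. The balance of directions then turned, with 19 higher and 25 lower in postlarvae than in competent larvae, and 22 higher and 30 lower than in precompetent larvae. Among these miRNAs, the calls made with all 214 tested were 22 higher and 18 lower than in competent larvae, and 29 higher and 25 lower than in precompetent larvae. With the total miRNA counts as library size in place of the TMM sizes, 76 miRNAs were higher and 17 lower in postlarvae than in competent larvae. That scaling moved the median log2 fold change of the tested miRNAs between these stages from 0.20 to 0.79. Without CL replicate 2, the 42 calls between the larval stages fell to 27, and the 20 lower ones to 10 without CL replicate 2 or CL replicate 3.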

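In the deposited TPM, 36 miRNAs, all of them in Table 2, had a mean over 10 and, in the same comparison, a log2 fold change over 2 in size with a P under 0.01 by the paper's rule. EdgeR's test called all 39 miRNAs of Table 2 in at least one comparison, both when adjusted over the 214 miRNAs tested and when adjusted over the list alone. The list was chosen by the authors on these same libraries, so the second count is not independent evidence.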

Table 2 lists 39 differentially expressed miRNAs with the following criteria: average TPM >10 (in nine samples), log_2_Ratio >2 or <−2 and *P* < 0.01 for ≥1 comparison among the groups. Eleven miRNAs showed a >20-fold difference in gene expression for ≥1 comparison among the groups. These molecules included miR-242-x, novel-m0052-3p, miR-276-y, miR-100-x, miR-183-x, miR-263-x, miR-99-x, miR-37-y, miR-36-y, miR-1175-y, and miR-125-x. These may have important roles in regulating metamorphosis-associated gene expression. Specifically, miR-276-y, miR-100-x, miR-183-x, and miR-263-x showed a >100-fold change, while miR-242-x and novel-m0052-3p expression levels showed a >3000-fold change.

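Among the miRNAs called by edgeR with a mean over 10 CPM, 11 had a fitted fold change over 20 in at least one comparison, and 9 of these are in the list that the paper gives. Under the alternatives run, this count lay between 8 and 13.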

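The references of miR-183-x and miR-263-x have the same sequence, AATGGCACTGGTAGAATTCACGGG, and their counts cannot be taken as 2 separate measurements. Counts of miR-263-x fell from 46278 ± 4944 CPM (SD, n = 3) in competent larvae to 397 ± 77.3 CPM (SD, n = 3) in postlarvae, a log2 fold change of -6.87 (standard error 0.25, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test). For miR-183-x the log2 fold change between these stages was -7.16. The references of miR-36-y and miR-37-y also share 1 sequence, TCACCGGGTATACATTCATC. Their log2 fold changes from competent larvae to postlarvae were -5.80 (standard error 0.60) and -5.83 (standard error 0.61), each with an adjusted p of 1.2e-04 from edgeR. The reference of miR-99-x lies within that of miR-100-x, and its level rose from 10.4 ± 2.32 CPM (SD, n = 3) to 487 ± 51.95 CPM (SD, n = 3) between the same stages (log2 fold change 5.55, standard error 0.57, adjusted p = 1.2e-04). The level of miR-1175-y rose from 498 ± 152 CPM (SD, n = 3) to 8913 ± 2435 CPM (SD, n = 3), a fold change of 17.9 (adjusted p = 1.6e-04).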

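In miR-276-y, the libraries of competent larvae held 3 counts, all of them in CL replicate 1, against 96, 565 and 132 counts in precompetent larvae and 93, 270 and 170 in postlarvae. The ratio of precompetent to competent larvae was 274, with a 95% counting interval from 93.8 to 1330, and that of postlarvae to competent larvae was 155, with an interval from 53.2 to 754. Without Pre-CL replicate 2 the first ratio was 129.6. Without CL replicate 1, competent larvae had no count, and the level was at least 74.7-fold higher in precompetent larvae and at least 43.6-fold higher in postlarvae. Adjusted p was 0.0027 and 8.2e-04 in these comparisons by edgeR's test. The intervals and bounds cover counting error only. They leave out the spread of the libraries, which in precompetent larvae ranged from 18.0 to 90.8 CPM.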

**Figure 1:**
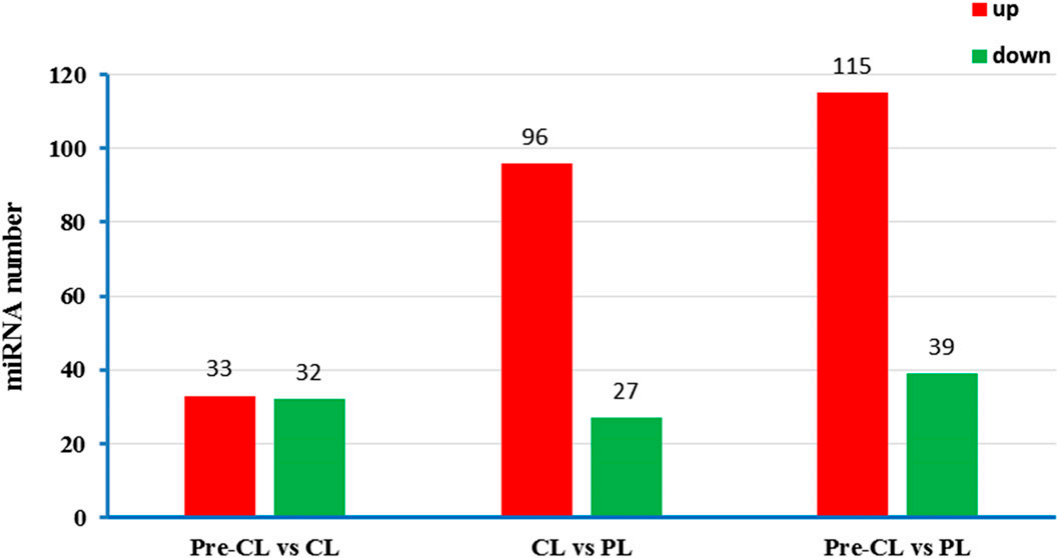
Differentially expressed miRNAs between groups.

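Outside the miRNAs that the paper's text names, these were picked by their fitted fold changes and had no count in one of the stages compared. Fitted values against no count depend on the prior count of the fit, so only lower bounds are given. These take the mean of the stage with counts, leave out its spread and do not rank these miRNAs above others. All 3 libraries of competent larvae had 48 to 86 counts of miR-9852-y, with none in the other stages, which makes it at least 19.1-fold higher in competent than in precompetent larvae and at least 22.5-fold higher than in postlarvae, taking 3 counts per library as the floor. Its 18-nt reference, ATCGGGGTCGTGGGACCA, ends in CCA. The 18-nt references of miR-965-x, miR-1643-x and miR-1344-x had 37 to 69 counts in each postlarval library and none in the larval libraries, so that they were at least 16.6-fold, 15.8-fold and 12.5-fold higher in postlarvae than in precompetent larvae. Predicted miRNAs with the sequences TGTAGCTTTCTTTGCTCTATAC and AGACTGTTTATCGATCTGGTGT were at least 15.6-fold and 16.6-fold lower in postlarvae than in precompetent larvae. In competent larvae, predicted miRNAs with the sequences AGATAGACAGCGGCTTGATGCTC and AAGTACTCGCAGTATATTTGGC were at least 4.21-fold and 3.31-fold higher than in precompetent larvae, where they had no count. A predicted miRNA with the sequence GATCGGGCTTTGCGTAGGAAGCA was at least 35.5-fold higher in postlarvae than in competent larvae.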

**Table 2:** Thirty-nine differentially expressed miRNAs with the following criteria: average TPM >10 (in nine samples), log2Ratio >2 or <-2 and *P* < 0.01 for ≥1 comparison among groups

miRNA ID	Average TPM			log2_FC (CL/Pre_CL)	*P*-value	log2_FC (PL/CL)	*P*-value	log2_FC (PL/Pre_CL)	*P*-value
	Pre-CL	CL	PL						
miR-242-x	119470.55	63690.16	30.01	−0.91	0.0051	−11.05	0.0001	−11.96	0.0001
novel-m0052-3p	8.17	0.01	36.61	−9.67	0.0001	11.84	0	2.16	0.0222
miR-276-y	44.03	0.16	36.21	−8.14	0.0078	7.85	0.006	−0.28	0.9293
miR-100-x	59.29	23.12	3972.4	−1.36	0.0538	7.42	0.0002	6.07	0
miR-183-x	51432.32	40226.25	406.83	−0.35	0.0222	−6.63	0	−6.98	0
miR-263-x	57623.55	41416.09	513.61	−0.48	0.0218	−6.33	0	−6.81	0
miR-99-x	31.73	9.45	634.7	−1.75	0.0785	6.07	0	4.32	0.0015
miR-37-y	409.54	933.54	23.69	1.19	0.0589	−5.3	0	−4.11	0.0019
miR-36-y	413.61	935.84	24.25	1.18	0.0588	−5.27	0	−4.09	0.0018
miR-1175-y	460.92	435.07	11573.59	−0.08	0.8908	4.73	0.0001	4.65	0.0013
miR-125-x	13.51	5.46	132.68	−1.31	0.5297	4.6	0.0023	3.3	0.0221
miR-92-x	67.63	54.31	3.39	−0.32	0.3449	−4	0	−4.32	0.0001
miR-133-y	52.35	91.6	815.97	0.81	0.1242	3.16	0.0007	3.96	0.0007
novel-m0073-3p	31.68	9.14	2.31	−1.79	0.0016	−1.98	0.0067	−3.77	0.0009
miR-133-z	372.85	582.47	4506.23	0.64	0.2365	2.95	0.0013	3.6	0.0023
miR-278-y	1107.12	2621.61	13402.72	1.24	0.0105	2.35	0.0001	3.6	0.0002
miR-3968-y	35.22	10.92	3.16	−1.69	0.2069	−1.79	0.0032	−3.48	0.023
miR-283-x	489.56	141.62	45.95	−1.79	0.0283	−1.62	0.0004	−3.41	0.0025
miR-1175-x	76.6	45.92	455.17	−0.74	0.3242	3.31	0	2.57	0.0062
miR-124-y	40.89	171.68	388.62	2.07	0.0004	1.18	0.002	3.25	0
miR-1992-y	75.28	45.45	429.55	−0.73	0.6242	3.24	0.0001	2.51	0.0203
miR-9-y	20.04	15.01	132.39	−0.42	0.8649	3.14	0.0003	2.72	0.0162
miR-1986-y	8.86	3.05	25.27	−1.54	0.0618	3.05	0.0004	1.51	0.027
miR-182-x	46.86	21.07	156.48	−1.15	0.3974	2.89	0.0098	1.74	0.0782
novel-m0121-3p	10.19	9.77	68.41	−0.06	0.9767	2.81	0.0007	2.75	0.0036
miR-317-y	115.92	104.18	731.78	−0.15	0.8325	2.81	0.0001	2.66	0.0179
miR-2478-y	1619.2	542.04	262.74	−1.58	0.3887	−1.04	0.0096	−2.62	0.1104
let-7-y	8.32	20.49	46.93	1.3	0.0053	1.2	0.0009	2.5	0.0004
miR-190-x	167.59	226.25	936.13	0.43	0.2449	2.05	0	2.48	0.0032
miR-206-y	57.9	142.27	300.9	1.3	0.0052	1.08	0.0038	2.38	0.0001
miR-216-x	43564.02	25139.85	9272.06	−0.79	0.0012	−1.44	0.0001	−2.23	0.0001
miR-745-y	909.71	285.74	1339.7	−1.67	0.0449	2.23	0.0001	0.56	0.253
miR-281-x	337.71	258.01	1190.95	−0.39	0.0169	2.21	0.0001	1.82	0.0004
miR-278-z	31.68	86.43	141.08	1.45	0.0042	0.71	0.0009	2.15	0.0008
miR-219-x	17.75	7.81	34.07	−1.18	0.4123	2.13	0.0002	0.94	0.1942
miR-277-y	4.52	6.77	19.63	0.58	0.1424	1.54	0.0046	2.12	0.0082
miR-1-z	13128.8	27828.43	54391.53	1.08	0.0017	0.97	0.0016	2.05	0
miR-981-y	3915.01	7628.17	15993.92	0.96	0.0032	1.07	0.0026	2.03	0.0003
miR-278-x	7.45	17.63	30.16	1.24	0.0021	0.77	0.0083	2.02	0.0001

### GO and KEGG pathway enrichment of miRNA target genes

The putative target genes of differentially expressed miRNAs were identified using TargetScan software based on rapa whelk transcriptome libraries (Song *et al.* 2016c). GO analysis was then used to predict enriched functional groups (*P* < 0.05) (Figure 2). “Cellular process (10,917 genes),” “metabolic process (9669 genes),” and “single-organism process (8590 genes)” were the top three enriched items in the biological process, whereas “binding (10,297 genes),” “catalytic activity (8104 genes),” and “transporter activity (1732 genes)” participated in molecular function. “Cell (6406 genes),” “cell part (6406 genes),” “membrane (5487 genes),” “organelle (4219 genes),” and “macromolecular complex (4059 genes)” were highly represented in the cellular component categories.

**Figure 2:**
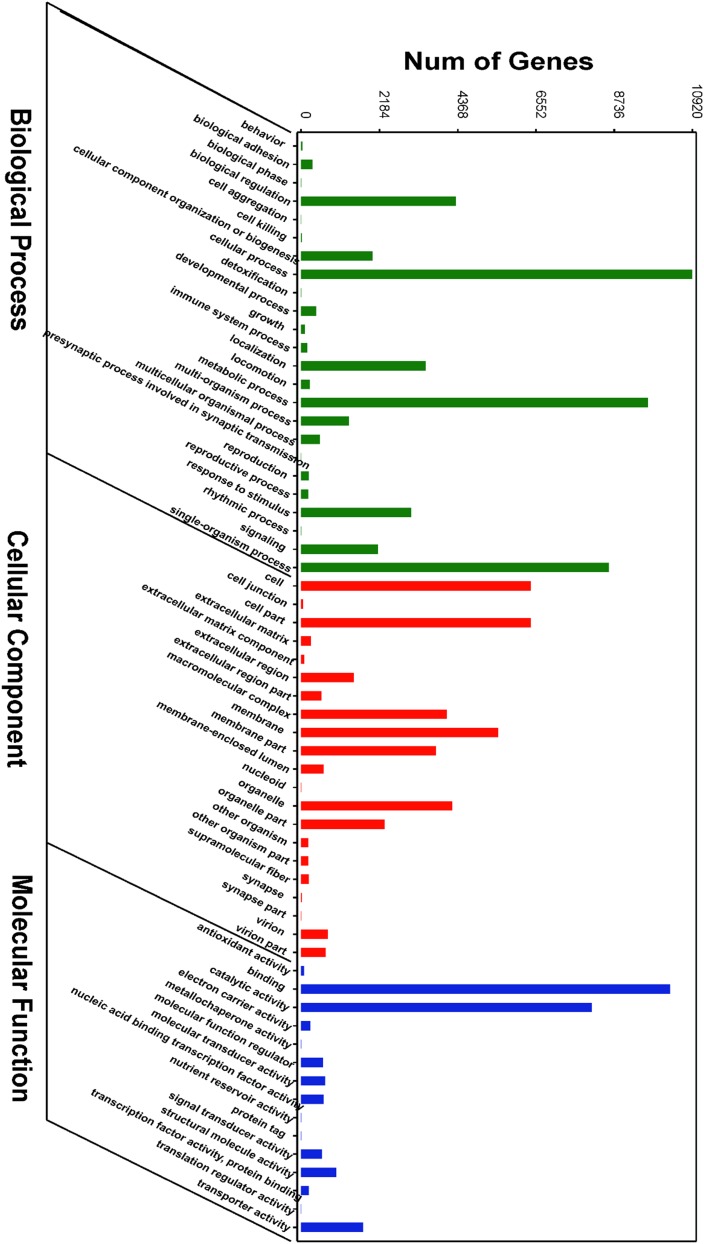
GO terms enrichment of the predicted target genes of differentially expressed miRNAs (*P* < 0.05).

Enriched metabolic and signal transduction pathways were identified and are listed in Figure 3. Eight significantly enriched pathways for target genes (Q < 0.05) involved in “TNF signalling pathway,” “SNARE interactions in vesicular transport,” “Glycosylphosphatidylinositol (GPI)-anchor biosynthesis,” “Nicotinate and nicotinamide metabolism,” “Ubiquitin-mediated proteolysis,” “Phosphonate and phosphinate metabolism,” “Pyrimidine metabolism,” and “Sulphur relay system” were screened (Figure 3).

**Figure 3:**
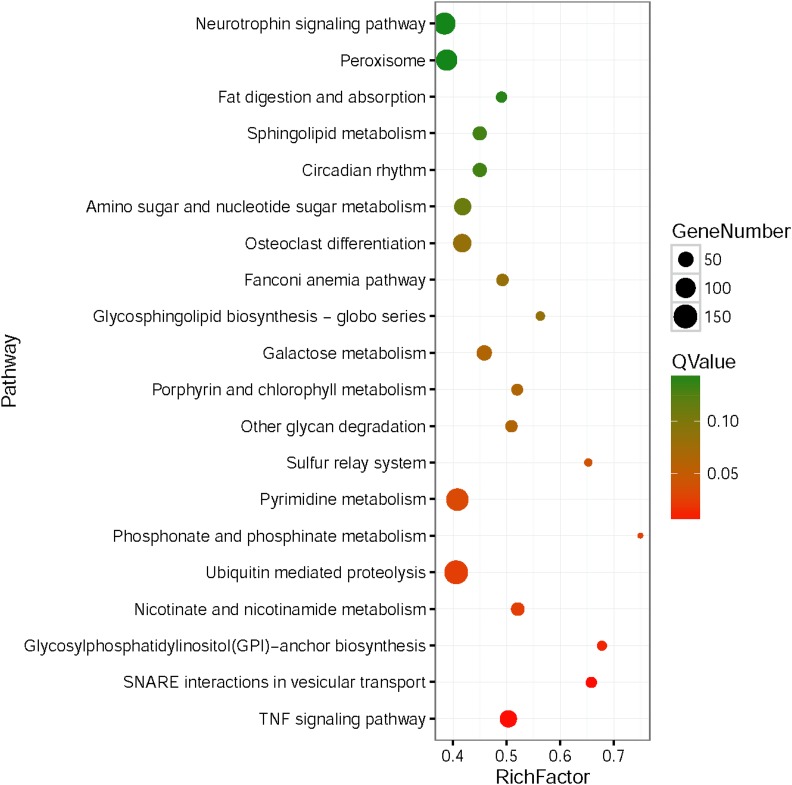
Top 20 pathway enrichment of the predicted target genes of differentially expressed miRNAs. The enrichment factor is the ratio of the number of target genes of differentially expressed miRNAs annotated in this term to the number of all genes annotated in the same term.

### Selection of miRNA-target pairs and qPCR validation

The aforementioned mRNA expression profiling data from the same metamorphosis sampling stages (Song *et al.* 2016c) were used to perform association analyses along with the current miRNA profiling. 

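The deposited association table holds 30524 pairs of 195 miRNAs and 11401 target genes, with the authors' mean TPM and mean FPKM of each stage and no values per library, so that the pairs have no replicate check. The miRNAs called by edgeR's test take part in 15883 of the pairs, with 7975 target genes. The number of targets per miRNA ranged from 6 to 895. The authors' rho takes 2 values over all pairs, -1 in 20629 of them and -0.87 in 9895, and each pair at -0.87 has a pair of tied stage means. The miRNA and its target moved in opposite directions in 75.7% of the pairs between precompetent and competent larvae, in 93.6% between competent larvae and postlarvae, and in 98.3% between precompetent larvae and postlarvae. Only inversely correlated pairs were kept by the authors, so these shares follow in part from that selection.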

The differentially expressed miRNAs detected in the present study were used to select the miRNA-target pairs expressed in metamorphosis (Table S3). The miRNAs negatively regulate the expression of their target mRNAs either by translation inhibition or by mRNA degradation. In previous studies (Song *et al.* 2016b,c), the mRNAs/proteins involved in “ingestion and digestion,” “cytoskeleton and cell adhesion,” and “apoptosis” were thought to have important roles in driving metamorphosis. 

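All 20 pairs of Table 3 are in the deposited association table with a rho of -1. They hold 16 miRNAs and 19 target genes. EdgeR's test called each of the 16 miRNAs in at least one comparison. Between precompetent larvae and postlarvae, 8 of them were called higher and 7 lower, which covers 19 of the pairs. Between competent larvae and postlarvae 4 were higher and 7 lower, and between the larval stages 1 was higher and 3 lower. From precompetent larvae to postlarvae, miR-92-x had a log2 fold change of -4.91 (standard error 0.46, adjusted p = 5.2e-05 from edgeR). Over the same stages, the log2 fold change was -3.91 for miR-283-x, -2.78 for miR-216-x, 1.45 for miR-981-y and 1.23 for miR-67-y. The reference of miR-216-x lies within that of miR-283-x.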

We identified 20 key miRNA-target pairs potentially implicated in these aspects of whelk metamorphosis (Table 3). For example, in “ingestion and digestion,” we found that let-7-y potentially regulates the SARP-19 precursor, conotoxin Cl14.12, and the exoglucanase XynX genes. Therefore, a single miRNA may regulate multiple target genes during metamorphosis. 

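Normalized counts of let-7-y were 9.27 ± 1.17 CPM (SD, n = 3) in precompetent larvae, 23.0 ± 3.23 CPM (SD, n = 3) in competent larvae and 36.2 ± 7.32 CPM (SD, n = 3) in postlarvae. The log2 fold change was 1.31 from precompetent to competent larvae (standard error 0.29, adjusted p = 0.012 from edgeR) and 1.96 from precompetent larvae to postlarvae (standard error 0.29, adjusted p = 7.0e-04). Without CL replicate 3, the log2 fold change between the larval stages was 1.19 and was not called. By the authors' deposited means, which have no replicates, the SARP-19 precursor (c112229_g1) fell from 252 FPKM in precompetent larvae to 53.2 FPKM in competent larvae and 5.87 FPKM in postlarvae. Conotoxin Cl14.12 (c124801_g1) fell from 9144 FPKM to 2226 FPKM and 0.133 FPKM, and exoglucanase XynX (c150903_g1) from 69.1 FPKM to 2.64 FPKM and 1.59 FPKM.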

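Counts of miR-1175-x went from 51.2 ± 3.72 CPM (SD, n = 3) in competent larvae to 351 ± 64.6 CPM (SD, n = 3) in postlarvae (log2 fold change 2.78, standard error 0.35, adjusted p = 3.8e-04 from edgeR). The authors' mean for the gene paired with it in Table 3 (c119967_g1) went from 22.6 FPKM to 1.05 FPKM. In miR-2001-x, the log2 fold change from precompetent larvae to postlarvae was 1.12 (standard error 0.21, adjusted p = 0.0021), and that between competent larvae and postlarvae was 0.15 (adjusted p = 0.56). Its paired gene (c154241_g2) had authors' means of 10.3 FPKM in precompetent larvae, 1.79 FPKM in competent larvae and 0.02 FPKM in postlarvae.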

The miR-1175-x targets the cysteine-rich secretory protein gene, and miR-2001-x targets endo-1,4-β-xylanase. The gene miR-71-x regulates the β-1,4-xylanase and membrane metalloendopeptidase-like 1 genes. 

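From competent larvae to postlarvae, miR-71-x fell from 109346 ± 9208 CPM (SD, n = 3) to 37617 ± 4914 CPM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.19, adjusted p = 3.8e-04 from edgeR). With the total miRNA counts as library size, the change was under 2-fold and not called. Between the larval stages it was not called (log2 fold change -0.36, adjusted p = 0.22). Of its paired genes, the authors' mean of c156029_g2 rose from 1.99 to 4.45 and 63.3 FPKM over the 3 stages, and that of c152193_g1 from 0.277 to 16.0 and 554.6 FPKM.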

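Counts of miR-5106-y were low, at 10, 0 and 2 in precompetent larvae, 3, 14 and 2 in competent larvae, and 100, 78 and 34 in postlarvae. Its log2 fold change from competent larvae to postlarvae was 3.31 (standard error 1.07, adjusted p = 0.033 from edgeR). This call was lost without CL replicate 1, CL replicate 3, PL replicate 1 or PL replicate 2. The values there were 2.91, 3.00, 2.77 and 3.43. Leaving out each library in turn gave values between 2.77 and 4.62. For miR-87-y the log2 fold change from precompetent larvae to postlarvae was 1.23 (standard error 0.32, adjusted p = 0.0090), a call lost without Pre-CL replicate 3, where it was 0.96. The change of miR-315-x from competent larvae to postlarvae was 1.06 on the log2 scale (standard error 0.19, adjusted p = 0.0020), close to the limit of 2-fold, and it was not called at 0.90 without PL replicate 3. By the authors' means over the 3 stages, tektin-3 (c155866_g1) fell from 834 to 122 and 14.2 FPKM, dynein heavy chain 8 (c157287_g2) from 69.5 to 18.0 and 5.11 FPKM, and dynein intermediate chain 2 (c154991_g1) from 87.5 to 11.5 and 3.14 FPKM.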

In “cytoskeleton and cell adhesion,” tektin-3, dynein heavy chain 8 (axonemal), and dynein intermediate chain 2 (ciliary), all of which are the main structures of velum cilia, were regulated by miR-5106-y, miR-87-y, and miR-315-x, respectively. 

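The predicted miRNA of pair 16 in Table 3 had 38.6 ± 6.16 CPM (SD, n = 3) in precompetent larvae, 17.0 ± 4.45 CPM (SD, n = 3) in competent larvae and 8.08 ± 2.44 CPM (SD, n = 3) in postlarvae. Its log2 fold change from precompetent larvae to postlarvae was -2.25 (standard error 0.36, adjusted p = 9.4e-04 from edgeR). The steps between neighbouring stages, -1.19 and -1.07, were called with all libraries, but the first lost its call when any 1 library was left out, at values between -1.43 and -0.99, and the second lost it without Pre-CL replicate 2, any library of competent larvae, PL replicate 1 or PL replicate 2, at values between -1.20 and -0.77. The authors' mean for its paired gene (c151900_g1) was 4.23, 4.61 and 10.5 FPKM over the 3 stages.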

Novel-m0020-5p determines the expression of apoptosis 2 inhibitor genes, and miR-276-y regulates the caspase-3 gene. These two mRNAs are both important for programmed cell death during metamorphosis.

**Table 3:** Coexpression of 20 key miRNA-targets

No.	miRNA ID	Average miRNA TPM			Target Gene ID	Average mRNA FPKM			Description
		Pre-CL	CL	PL		Pre-CL	CL	PL	
Ingestion and Digestion									
1 *	let-7-y	8.32	20.49	46.93	c112229_g1	252.36	53.19	5.87	SARP-19 precursor
2 *	let-7-y	8.32	20.49	46.93	c124801_g1	9144.35	2226.16	0.13	Conotoxin Cl14.12
3 *	let-7-y	8.32	20.49	46.93	c150903_g1	69.11	2.64	1.59	Exoglucanase XynX
4 *	miR-1175-x	76.60	45.92	455.17	c119967_g1	19.39	22.63	1.05	Cysteine-rich secretory protein
5 *	miR-2001-x	87.40	171.07	278.07	c154241_g2	10.27	1.79	0.02	Endo-1,4-β-xylanase A
6	miR-87-y	1480.69	1819.61	4982.30	c124801_g1	9144.35	2226.16	0.13	Conotoxin Cl14.12
7 *	miR-981-y	3915.01	7628.17	15993.92	c137870_g1	1261.55	85.35	0.10	Endoglucanase E-4
8	miR-71-x	121833.40	97302.93	49293.23	c156029_g2	1.99	4.45	63.30	β-1,4-xylanase
9	miR-67-y	12508.03	20376.51	41820.76	c156902_g1	29.13	6.93	1.45	α-amylase 1
10	miR-71-x	121833.40	97302.93	49293.23	c152193_g1	0.28	15.99	554.55	Membrane metallo-endopeptidase-like 1
Cytoskeleton and Cell Adhesion									
11	miR-5106-y	0.68	0.99	15.98	c155866_g1	833.87	122.39	14.16	Tektin-3
12	miR-87-y	1480.69	1819.61	4982.30	c157287_g2	69.54	17.99	5.11	Dynein heavy chain 8, axonemal
13	miR-315-x	25652.61	30702.55	93369.63	c154991_g1	87.45	11.55	3.14	Dynein intermediate chain 2, ciliary
14	miR-283-x	489.56	141.62	45.95	c137644_g1	1.61	13.81	28.09	Collagen α-5(VI) chain
15 *	miR-263-x	57623.55	41416.09	513.61	c146951_g1	46.76	47.94	82.48	Src substrate cortactin
Apoptosis									
16	novel-m0020-5p	33.74	15.18	10.35	c151900_g1	4.23	4.61	10.52	Apoptosis 2 inhibitor
17 *	miR-276-y	44.03	0.16	36.21	c135194_g1	0.78	2.54	1.25	Caspase-3
Others									
18 *	miR-92-x	67.63	54.31	3.39	c140109_g1	0.00	31.07	50.53	Ependymin
19	miR-183-x	51432.32	40226.25	406.83	c66957_g1	9.40	416.76	1585.15	m7GpppN-mRNA hydrolase
20	miR-216-x	43564.02	25139.85	9272.06	c105989_g1	76.77	128.87	237.52	Cyclin-I

Pairs with asterisks were further analyzed by real-time PCR.

Real-time PCR analysis was performed on nine key targeted miRNA-mRNA pairs (Figure 4) to validate and identify the metamorphosis-related miRNAs in rapa whelk. The results showed that the miRNAs were consistent with the overall trend in high-throughput sequencing. For each of the nine pairs, there was an inverse correlation between the expression levels of miRNA and miRNA. For example, the let-7-y miRNA decreased during the transition from precompetent to postlarval, whereas its target mRNAs (c112229_g1 SARP-19 precursor, c124801_g1 Conotoxin Cl14.12, and c150903_g1 Exoglucanase XynX) significantly increased.

**Figure 4:**
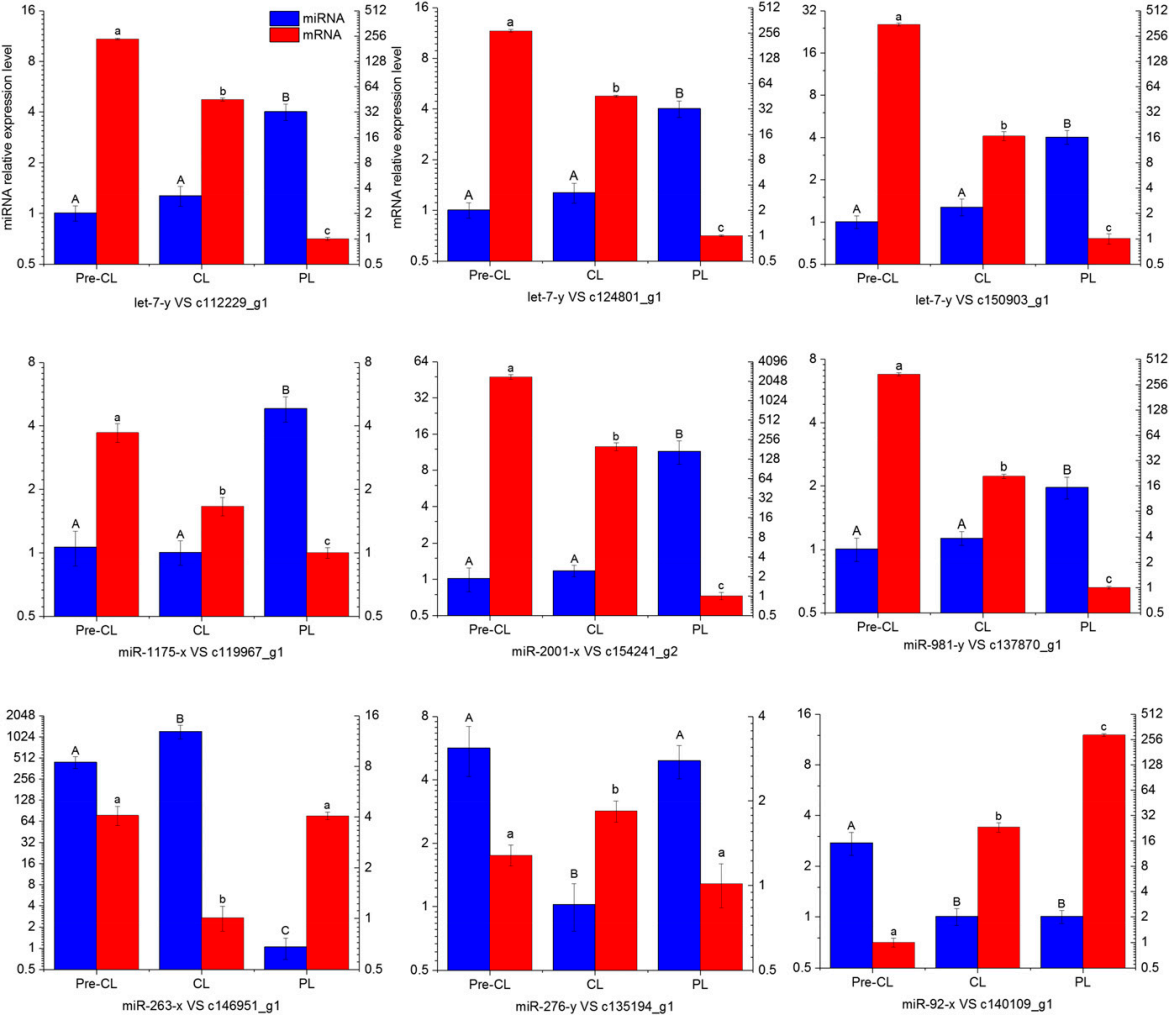
Real-time PCR analysis for nine target miRNA-mRNA pairs. The appearance of the same letter over matching bars means that there is no significant difference between the stages (*P* > 0.05). Different letters over matching bars mean significant differences (*P* < 0.05). Values indicated are means ± SE (*N* = 5).

## Discussion

In this study, we investigated the miRNA expression profile during the metamorphosis of the rapa whelk using high-throughput sequencing. In total, nine libraries were constructed and 85,000,000 reads were obtained. These results will augment information on the small RNA genome of rapa whelk and provide a basis for miRNA regulation during metamorphosis. A total of 195 miRNAs was significantly differentially expressed among three larval stages (precompetent, competent, and postlarval stages) and targeted thousands of genes. This result was expected since metamorphosis is the most complicated developmental event of the life cycle and entails considerable structural, physiological, and behavioral changes.

To obtain an insight into the possible functions of the differentially expressed miRNAs involved in metamorphosis, we performed GO and KEGG pathway enrichment analyses on their predicted target genes. The significantly enriched GO terms “biological adhesion,” “cell aggregation,” “cellular component organisation or biogenesis,” “localisation,” “developmental process,” “signalling,” “immune system,” and “response to stimulus” are primarily associated with development, gene expression, immunity, and the cell cycle. Metamorphosis is a complex process and includes tissue remodeling, cell migration, differentiation, proliferation, and others (Jackson *et al.* 2005). A total of eight significantly enriched pathways were observed. The “TNF signalling” pathways were enriched because they trigger apoptosis, and old organs such as the velum are degenerated by programmed cell death. “SNARE interactions in vesicular transport” were enriched because the nervous system mediates metamorphosis in many marine invertebrates (Voronezhskaya 2004; Gifondorwa and Leise 2006) and SNARE participates in vesicle docking, priming, fusion, and the synchronization of neurotransmitter release into the synaptic cleft during neurosecretion (Shi *et al.* 2011). SNAREs also play a crucial part in the autophagy required for velum degradation and reabsorption during molluscan metamorphosis. “Nicotinate and nicotinamide metabolism,” “Ubiquitin mediated proteolysis,” “Phosphonate and phosphinate metabolism,” “Pyrimidine metabolism,” and “Sulphur relay system” were also affected because of the tissue remodeling and energy redistribution that occur during metamorphosis.

Table 2 lists 39 differentially expressed miRNAs with striking changes. 

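The counts of miR-242-x were 134758 ± 8038 CPM (SD, n = 3) in precompetent larvae and 72200 ± 16295 CPM (SD, n = 3) in competent larvae, a log2 fold change of -0.90 that edgeR's test did not call (standard error 0.59, adjusted p = 0.31). Postlarvae had 24.8 ± 26.2 CPM (SD, n = 3), from 46, 76 and 348 counts.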

The miR-242-x expression level steadily decreases as precompetent larvae develop into postlarvae. 

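From competent larvae to postlarvae, the fitted log2 fold change of miR-242-x was -11.50 (standard error 0.91, adjusted p = 3.0e-05 from edgeR), which is 2904-fold. From precompetent larvae it was -12.40 (standard error 0.94, adjusted p = 2.1e-05), which is 5421-fold. Without PL replicate 3, which held 348 of the postlarval counts, these values were -12.91 and -13.78, or 7670-fold and 14073-fold. Without any other library they lay between -11.53 and -11.01 and between -12.42 and -11.89.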

Its expression level decreased by >3000 fold after metamorphosis. Therefore, the miR-242 family may have important roles in rapa whelk metamorphosis. In *Caenorhabditis elegans*, miR-242 and miR-793 target the Argonaute protein ALG-1, which controls the RNA interference process involved in developmental timing (Grishok *et al.* 2001). The expression level of novel-m0052-3p in precompetent larvae remained at an average TPM of 8.17. On the other hand, the average TPM decreased to 0.01 in the competent larvae and rose sharply to 36.61 in the postlarvae. 

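The 3 libraries of competent larvae held no count of this miRNA, against 18, 53 and 74 counts in precompetent larvae and 178, 160 and 173 in postlarvae. Taking 3 counts per library as the floor, its level was at least 17.2-fold lower in competent than in precompetent larvae and at least 49.9-fold higher in postlarvae than in competent larvae. These bounds take the mean of the stage with counts and leave out its spread, and the precompetent libraries ranged from 3.37 to 17.1 CPM. The adjusted p of edgeR's test was 0.0033 and 5.5e-04 in these comparisons. Between precompetent larvae and postlarvae the log2 fold change was 1.54 (standard error 0.60, adjusted p = 0.063), which was not called, while 12 of the 25 alternatives called it. This value ranged from 1.13 to 2.22 with each library left out in turn.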

The function of this miRNA remains as yet unknown and, to our knowledge, no relevant studies on it have been published to date. The TPM level of miR-100-x in the precompetent larvae was 59.29. It decreased to 23.12 in the competent larvae but sharply increased to 3974.4 after metamorphosis. 

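Normalized by TMM, miR-100-x had 67.1 ± 11.5 CPM (SD, n = 3) in precompetent larvae, 24.9 ± 14.3 CPM (SD, n = 3) in competent larvae and 3065 ± 536 CPM (SD, n = 3) in postlarvae. The rise from competent larvae to postlarvae had a log2 fold change of 6.94 (standard error 0.48, adjusted p = 1.3e-05 from edgeR). The fall between the larval stages had a log2 fold change of -1.42 (standard error 0.38, adjusted p = 0.026), and 10 of the 26 alternatives did not call it, among them the fits without Pre-CL replicate 2, CL replicate 2 or CL replicate 3, with values of -1.28, -1.28 and -1.11.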

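For miR-125-x, counts of 15.7 ± 15.9 CPM (SD, n = 3) in precompetent larvae and 6.04 ± 4.37 CPM (SD, n = 3) in competent larvae differed by less than the spread of the libraries (log2 fold change -1.38, standard error 0.86, adjusted p = 0.29 from edgeR). Postlarvae had 102 ± 22.8 CPM (SD, n = 3), a log2 fold change of 4.09 from competent larvae (standard error 0.94, adjusted p = 0.0065). Its rise from precompetent larvae, 2.71 on the log2 scale, was not called without Pre-CL replicate 3 or PL replicate 3, where it was 2.52 and 2.48. Over the fits with a library left out, this rise lay between 2.37 and 3.90. The rise from competent larvae lay between 3.67 and 4.85 in these fits.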

There was a similar trend for miR-125-x. Both miR-100 and miR-125 are believed to participate in cell migration. Low levels of miR-100 and miR-125 may promote hepatocellular carcinoma metastasis (Rubio and Belles 2013). Rapa whelk metamorphosis is accompanied by high levels of cell death, proliferation, and tissue remodeling, thus involving the expression of pro-cancer genes, which may regulate cell proliferation and migration. In most insect species, miR-100 clusters with miR-125 in the same primary transcript. These two miRNAs are involved in developmental timing in *C. elegans* and *D. melanogaster* (Rubio and Belles 2013). In the cockroach *B. germanica*, depletion of miR-100 with specific anti-miRNAs in the last instar nymph may reduce adult wing size (Rubio and Belles 2013). In the fruit fly *D. melanogaster*, miR-125 extends the lifespan by repressing *chinmo* in adult brains. Since their concentrations significantly change during rapa whelk development, the functions of these miRNAs in this species are of great interest. In *R. venosa*, miR-9-y was found at a low level (15.01 TPM) in competent larvae but rose to a high level (132.39 TPM) in postlarvae. It may prevent programmed cell death during wing development in *Drosophila* metamorphosis by repressing *Drosophila LIM-only* (Bejarano *et al.* 2010). This function may explain our finding that the miR-9 expression level was low in competent larvae. This developmental stage involves considerable amounts of programmed cell death because the velum must degenerate. Therefore, the levels of miR-9 must be high after metamorphosis in order to suppress further apoptosis.

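In the normalized counts, miR-9-y had 21.3 ± 12.0 CPM (SD, n = 3) in precompetent larvae, 17.1 ± 6.27 CPM (SD, n = 3) in competent larvae and 103 ± 29.0 CPM (SD, n = 3) in postlarvae. The larval stages did not differ by edgeR's test (log2 fold change -0.32, standard error 0.50, adjusted p = 0.71). The rise from competent larvae to postlarvae had a log2 fold change of 2.59 (standard error 0.53, adjusted p = 0.0035). Its reference lies within that of miR-79-y, so tags of either could be counted on it. The references miR-9-z and miR-9-x had more counts. Levels of miR-9-z were 6990 ± 1862, 5632 ± 496 and 11126 ± 1850 CPM (SD, n = 3) over the 3 stages. From competent larvae to postlarvae, its log2 fold change was 0.98 (adjusted p = 0.0072 from edgeR). That of miR-9-x was 0.95 (adjusted p = 0.018 from edgeR). Neither reached 2-fold or was called. With the total miRNA counts as library size, both were called in the comparison and direction of the paper's rule.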

As stated in previous studies (Song *et al.* 2016b,c), the mRNAs/proteins involved in ingestion and digestion, cytoskeleton and cell adhesion, and apoptosis may also have important roles in driving metamorphosis. Twenty key miRNA-target pairs implicated in these processes were identified, and nine of them were further studied by real-time PCR. Both high-throughput sequencing and real-time PCR showed that the let-7-y expression level continuously increased during metamorphosis, whereas those of its target miRNAs like SARP-19, conotoxin, and exoglucanase continuously declined. The SARP-19 gene was expressed highly in the gastropod larval digestive gland and was sensitive to metamorphic cues (He *et al.* 2014). Conotoxin is a group of neurotoxic peptides isolated from *Conus* venom. High conotoxin levels in *R. venosa* pelagic larvae indicated that this life stage in *R. venosa* is homologous with that of *Conus*. In the rapa whelk, however, it degenerated after metamorphosis (Song *et al.* 2016d). Exoglucanase, an important digestive enzyme in whelk pelagic larvae, sharply decreased when the whelk become carnivorous after metamorphosis. The digestion-related genes were negatively regulated by let-7-y, which implies that let-7 participates in digestive system changes during whelk metamorphosis. 

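From competent larvae to postlarvae, the log2 fold change of let-7-y in the sequencing data was 0.65 (standard error 0.28), which edgeR's test did not call (adjusted p = 0.094). Of the 26 alternatives, 5 called this step, and over those that fit the counts the log2 fold change ranged from 0.33 to 1.22. From the opposite courses of let-7-y and these genes, the paper proposes that let-7 takes part in the changes of the digestive system.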

The let-7 miRNA also participates in metamorphosis in many other animals. In *Drosophila*, for example, the loss of let-7 and miR-125 may delay the terminal cell-cycle exit in the wing and the maturation of neuromuscular junctions (NMJs) in the adult abdominal muscles. The maturation rate of abdominal NMJs was governed by let-7 during metamorphosis by regulating the expression of the *ab* gene (Caygill and Johnston 2008). In the silkworm *Bombyx mori*, let-7 regulates molting and metamorphosis. Decreased let-7 expression in the silkworm could increase the expression of its target genes *FTZ-F1* and *Eip74EF* (key regulatory factors in the ecdysone pathway) and cause developmental arrest during the larval–larval and larval–pupal transitions (Ling *et al.* 2014). The development-related miR-276 may inhibit apoptosis in shrimp hemocytes (Yang *et al.* 2012). 

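By the authors' means, the caspase-3 gene of pair 17 in Table 3 (c135194_g1) had 0.783 FPKM in precompetent larvae, 2.54 FPKM in competent larvae and 1.25 FPKM in postlarvae, without replicates. The log2 fold change of miR-276-y between precompetent larvae and postlarvae was -0.77 (standard error 0.71, adjusted p = 0.39 from edgeR), so its difference was between competent larvae and either other stage.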

In this study, miR-276 was found to be significantly downregulated in competent larvae, whereas the caspase-3 gene was upregulated. Therefore, miR-276 may regulate apoptosis by targeting the caspase-3 gene. Coexpression studies of key miRNA targets revealed their potential roles in whelk metamorphosis, but the mechanisms by which these miRNAs regulate this developmental process have not been fully explored yet.

In conclusion, the present study provides the first global view of the changes in miRNA that occur during rapa whelk metamorphosis. A total of 195 miRNAs were significantly differentially expressed and their target mRNAs were identified. These molecules are responsible for morphological and functional changes in organs. Some miRNAs involved in ingestion and digestion, cytoskeleton and cell adhesion, and apoptosis during metamorphosis are of great interest and were listed and validated by real-time PCR. These results will provide a basis for understanding the molecular mechanisms involved in the regulation of gastropod metamorphosis.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300210/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

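Small RNA was sequenced from 9 libraries of rapa whelk, 3 each from precompetent larvae, competent larvae and postlarvae, each replicate described by the paper as 40 to 100 individuals. The paper's methods also name a single intestine as the source of RNA, and the files do not settle which holds for the libraries. The authors deposited a table of the tag count and the TPM of 918 miRNA references in each library, a summary of the reads removed at each cleaning step, a summary of the tags annotated to each class of small RNA, and a table of miRNA-target pairs. The counts are the authors' raw tag counts, whole numbers without normalization. The paper states that tags of rRNA, tRNA, snRNA and snoRNA were removed first, that the remaining tags were aligned to miRBase, and that further miRNAs were predicted with MIREAP. The TPM deposited by the authors are treated as a score, because they were checked against the counts and are scaled to the tags annotated as known or predicted miRNA, while the formula in the paper's methods divides by clean reads, and a count of 0 is written as 0.01. In the deposited pair table, the authors' FPKM are means of each stage from the earlier transcriptome study, the log2 values are the authors' ratios of mean TPM, the p-value of each miRNA is unadjusted, and rho is the authors' correlation score over the 3 stage means.

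Clean reads per library numbered 8235539 to 10694742. A count of 0 allows up to 3 counts, which is 0.442 to 0.797 CPM over the miRNA counts, for counting error only. Of the 918 miRNAs, 519 had under 10 counts over all libraries. The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors between 0.733 and 1.50), the filterByExpr filter by stage, and the quasi-likelihood test with Benjamini-Hochberg adjustment over the 214 miRNAs that passed. All 9 libraries were in one fit without covariates, and the 3 comparisons of stages were two-sided contrasts of it. A miRNA was called at an adjusted p limit of 0.05 and a fold change over 2. The biological coefficient of variation was 0.456. Standard errors of edgeR's log2 fold changes were derived as their size over the square root of the test's F statistic. Shares of small RNA classes were compared between stages by two-sided exact permutation tests with scipy 1.17.1, in which 3 libraries against 3 cannot give a p under 0.1. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. A fold change against a stage with no count is a lower bound against a floor of 3 counts per library. It takes the mean CPM of the other stage and does not cover the spread of its libraries. For a stage with 1 to 3 counts the ratio of CPM is given with its 95% counting interval.

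The steps were tested on simulated data with 918 miRNAs, of which 200 were changed 4-fold, as many up as down. These data therefore do not test the scaling under changes that lean to one direction. Of the changed miRNAs that were tested, edgeR recovered 26 of 51 between precompetent and competent larvae with 0 false calls, 27 of 39 between competent larvae and postlarvae with 3 false calls, and 38 of 49 between precompetent larvae and postlarvae with 3 false calls.

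The alternatives set before the data were examined were clean reads or total miRNA counts as library size, DESeq2 1.42.0, limma 3.58.1 on log2 of TPM plus 1, no filter on low counts, only miRNAs with a mean TPM over 10, only the 6 libraries compared, a block for the replicate number, identical counts taken once, the paper's rule on log2 TPM and on TPM, no limit on the fold change, unadjusted p, and each library left out in turn. In limma and in the limit on mean TPM, TPM were counts over clean reads and not the deposited TPM. For the shares of classes the alternatives were unique sequences in place of reads and clean reads without the unannotated ones. For the pairs they were only pairs whose miRNA was called and only targets of at least 1 FPKM. The alternatives chosen after seeing the data were known plus predicted miRNA tags as library size, references contained in another left out, TPM over clean reads in the paper's rule, and counts of 0 written as 3 counts in that rule.

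The miRNAs named in the text are those that the paper names in its results and discussion, those of Table 3, and, for each comparison and direction, the 3 called miRNAs with the largest fold change by the fitted value among those with at least 10 counts in each library of one stage and no overlap between the stages. The values of the paper's tables had been seen when this rule was written. Outside this rule, let-7-x, miR-9-x and miR-9-z were added after their values were seen, and the counts of named comparisons leave them out. Predicted miRNAs are given by their sequence or by their place in a table, not by the authors' identifiers. The real-time PCR, the enrichment of target genes and the prediction of targets could not be repeated, because the deposited files hold no values for them, and no genome was at hand.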

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

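Of the tests in this part, that of the rRNA share was chosen only after the result was seen.

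EdgeR's quasi-likelihood test called 19 miRNAs that are not in Table S2, which the paper does not discuss. They were called in 27 comparisons. A technical explanation is that the paper's rule has less power with 3 libraries per stage than a fit that pools the spread, in which case most of these comparisons would have a fold change over 2 by the paper's rule and miss only its limit on P. This held for 33.3% of the comparisons, 9 of 27, which argues against it as the cause of most of them. Library scaling differs as well, because the TMM sizes put PL values lower than the deposited TPM do. Between precompetent larvae and postlarvae, 17 of these calls were lower in postlarvae and 0 were higher. A difference between the stages of development stays open and was not tested apart from scaling.

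The share of reads removed for being under 18 nt was 19.0% in PL replicate 1, which the paper does not discuss, against 11.5% and 9.00% in the other postlarval libraries. Pre-CL replicate 3 had 14.5%, against 4.29% and 4.30% in the other precompetent libraries. Postlarvae and competent larvae did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible), while postlarvae and precompetent larvae did (p = 0.3 by the same exact test). If RNA degradation were the cause, the rRNA share could rise with this share within stages. Over deviations from the stage means of the 9 libraries, Pearson's r was 0.235 (exact permutation test within stages, p = 0.532, adjusted p = 0.71 over 4 relations) and Spearman's rho was 0.25 (p = 0.532 by the same exact test). Without the libraries farthest from their stage, Pre-CL replicate 3 and PL replicate 1, r was 0.0481. With so few libraries this leaves degradation open, as it does the size selection and a difference between stages.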

How the results depend on the processing

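The counts of called miRNAs depended on the filter and on the paper's rule. With only miRNAs of a mean TPM over 10, which left 98 to test, edgeR called 20 miRNAs between precompetent and competent larvae in place of 42, 44 between competent larvae and postlarvae in place of 79, 52 between precompetent larvae and postlarvae in place of 108, and 64 in at least one comparison in place of 124. By its construction this setting tests fewer miRNAs, and it computes the TMM sizes anew on them. By the paper's rule on log2 TPM, the counts were 65, 123 and 195 for the first 2 comparisons and for at least one. On TPM they were 67, 133 and 205. With TPM over clean reads, chosen after seeing the data, they were 68 between the larval stages and 192 in at least one. In these the cause was not tested, apart from the counts of 0. Under the other settings with all libraries, these 4 counts stayed within 1.5 times the main count.

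With each library left out in turn, edgeR called 27 to 54 miRNAs between the larval stages, 67 to 89 between competent larvae and postlarvae, 103 to 119 between precompetent larvae and postlarvae, and 119 to 141 in at least one. The lowest of the first range was without CL replicate 2. The lower calls between the larval stages went from 20 to 10 without CL replicate 2 or CL replicate 3. Of the 39 miRNAs in Table 2, 37 to 39 were called with a library left out, and 31 to 39 under every alternative, the lowest with contained references left out, which was chosen after seeing the data. Adjusted over the list alone, the range with a library left out was 38 to 39. The count over 20-fold was 10 to 13 with a library left out and 8 to 13 over all alternatives.

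The scaling and the filter moved the balance of directions. Of the calls between competent larvae and postlarvae, 60.8% were higher in postlarvae with TMM, 69.0% with clean reads and 81.7% with total miRNA counts as library size. The median log2 fold change of the tested miRNAs was 0.20, 0.49 and 0.79 under these sizes. With only miRNAs of a mean TPM over 10 tested, the balance turned, with 19 higher and 25 lower (43.2% higher, median -0.09), and with 22 higher and 30 lower in postlarvae against precompetent larvae. Among the calls made with all 214 miRNAs tested, those of a mean TPM over 10 were 22 higher and 18 lower against competent larvae, a split chosen after the values were seen. The setting that turned the balance also computed the TMM sizes anew, so the turn is not that of a narrower test alone. Its cause was not tested apart from this scaling. Of the 229 calls over the 3 comparisons, 226 were kept by DESeq2, 218 with clean reads, 198 with total miRNA counts, 195 by limma, 189 and 179 by the paper's rule on log2 TPM and on TPM, and 103 with only miRNAs of a mean TPM over 10. A block for the replicate number kept 207, and the fits with a library left out kept 196 to 217. Libraries with the same number in different stages had correlations of their deviations from -0.350 to 0.295, so the number pairs nothing that the data show.

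Of the 75 named comparisons, 70 were called. Of these, 47 kept their call under every alternative that gave a value, 23 lost it under at least one, and 12 lost it with a library left out. Over all alternatives the named miRNAs had 1911 values, of which 1777 stayed on their side of the limits, 96 lost a call, 37 gained one and 1 changed direction. That one was the predicted miRNA GATCGGGCTTTGCGTAGGAAGCA between precompetent and competent larvae, at 0.57 by the paper's rule with 0 written as 3 counts. This follows from that setting, which puts a count of 0 above the 2 counts of each precompetent library.

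For the classes of small RNA, 3 of 144 values changed direction. Counted as unique sequences, the difference in rRNA between postlarvae and precompetent larvae was -1.31 percentage points and that in snoRNA between postlarvae and competent larvae -0.00449. Without the unannotated reads, known miRNA differed by 1.99 between competent and precompetent larvae. The cause was not tested. The share of pairs with opposite directions moved to 72.4%, 98.5% and 99.03% over the 3 comparisons with only pairs of called miRNAs, and the cause was not tested. It stayed within its counting interval with targets of at least 1 FPKM.

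Depth limits the miRNAs with few counts. The filter left 704 of the 918 miRNAs untested, and with 3 counts as the floor a fold change against a stage with no count is only a lower bound.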

Differences from the paper's values

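The paper's count of differentially expressed miRNAs is 195, and edgeR's test called 124. Of the alternatives set before the data were examined, DESeq2, no filter on low counts, the paper's rule on log2 TPM or on TPM, no limit on the fold change, unadjusted p, and the fits without Pre-CL replicate 2, Pre-CL replicate 3 or CL replicate 1 gave counts within 1.5 times the paper's, and the other 13 did not. The paper's count of miRNAs lower in competent than in precompetent larvae is 32, against 20 here. DESeq2, no filter, the paper's rule in both forms, no limit on the fold change, unadjusted p and the fit without Pre-CL replicate 3 came within 1.5 times, and the other 15 did not. The paper's count of miRNAs higher in postlarvae than in competent larvae is 96, against 48 here. Total miRNA counts as library size and the paper's rule in both forms came within 1.5 times, and the other 19 did not. By the paper's rule on log2 TPM each of these counts was that of the paper. Among the alternatives chosen after seeing the values, the paper's rule over clean reads and with 0 written as 3 counts came within 1.5 times of all of these counts, dropping 12 and 44 of the miRNAs in Table S2, and miRNA tags as library size of the last, dropping 71.

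A log2 fold change is listed here when its sign differs from the paper's, when the gap is larger than the SD between libraries of the 2 stages combined, or, with a count of 0 in some library of these stages, when the gap is over 1.5-fold. Against a stage with no count, it is listed only when the lower bound is over 1.5 times the paper's fold change. Of the 117 values in Table 2, 38 are listed. Larger gaps can therefore be absent, such as those from precompetent larvae to postlarvae of miR-2478-y (-3.37 here, the paper's -2.62) and miR-3968-y (-4.18 here, the paper's -3.48), whose libraries spread widely. From competent larvae to postlarvae, the log2 fold change was 7.12 for miR-276-y, and the paper's is 7.85. Next come the value here and then the paper's for others between these stages. They were -7.16 and -6.63 for miR-183-x, -6.87 and -6.33 for miR-263-x, 5.55 and 6.07 for miR-99-x, -5.83 and -5.3 for miR-37-y, and -5.80 and -5.27 for miR-36-y. They were 1.80 and 2.35 for miR-278-y, 0.16 and 0.71 for miR-278-z, 0.20 and 0.77 for miR-278-x, -2.16 and -1.62 for miR-283-x, 2.78 and 3.31 for miR-1175-x, and 0.61 and 1.18 for miR-124-y. For miR-1992-y they were 2.70 and 3.24, for miR-317-y 2.26 and 2.81, for miR-2478-y -1.63 and -1.04, for let-7-y 0.65 and 1.2, for miR-190-x 1.49 and 2.05, and for miR-206-y 0.53 and 1.08. For miR-216-x they were -1.98 and -1.44, for miR-745-y 1.68 and 2.23, for miR-281-x 1.67 and 2.21, for miR-219-x 1.58 and 2.13, for miR-277-y 0.96 and 1.54, for miR-1-z 0.42 and 0.97, and for miR-981-y 0.50 and 1.07.

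From precompetent larvae to postlarvae, the values here and the paper's were 5.51 and 6.07 for miR-100-x, -7.55 and -6.98 for miR-183-x, -7.37 and -6.81 for miR-263-x, 3.08 and 3.6 for miR-278-y, 2.69 and 3.25 for miR-124-y, and 1.96 and 2.5 for let-7-y. For miR-206-y they were 1.78 and 2.38, for miR-216-x -2.78 and -2.23, for miR-281-x 1.28 and 1.82, for miR-1-z 1.47 and 2.05, for miR-981-y 1.45 and 2.03, and for miR-278-x 1.44 and 2.02. Between the larval stages, the predicted miRNA CAGGAGACTGGCTGGTATGCTG had 0.022 here and -0.06 in the paper. In both comparisons with postlarvae, all 39 miRNAs of Table 2 had lower values here, by a median of 0.55. Of the 117 log2 fold changes in the table, 117 were matched within 0.01 by the deposited TPM.

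Of the alternatives set before the data were examined, total miRNA counts as library size and the paper's rule in both forms removed all 38 of these differences. Clean reads as library size removed 31, all but those of miR-1992-y and miR-283-x and, from precompetent larvae to postlarvae, of miR-263-x, miR-124-y, let-7-y, miR-216-x and miR-278-x. Limma removed 26, all but those of miR-99-x, miR-276-y, miR-1175-x, miR-100-x, miR-1992-y, miR-219-x and miR-277-y and, from precompetent larvae to postlarvae, of miR-263-x, miR-124-y, let-7-y, miR-216-x and miR-278-x. The fit without PL replicate 2 removed 12, in both comparisons for miR-183-x, miR-278-y, miR-216-x and miR-281-x, from competent larvae to postlarvae for miR-37-y and miR-745-y, and from precompetent larvae to postlarvae for miR-263-x and miR-206-y. Without Pre-CL replicate 2, those of miR-278-y and miR-281-x in both comparisons, miR-100-x, miR-317-y, miR-2478-y and miR-745-y, and let-7-y from precompetent larvae to postlarvae were removed. Without PL replicate 1, those of miR-278-y and miR-281-x in both comparisons, miR-276-y, miR-317-y, miR-745-y and miR-277-y, and miR-981-y from competent larvae were removed. Without CL replicate 2, those from competent larvae of miR-278-y, miR-124-y, miR-206-y, miR-745-y, miR-281-x, miR-981-y and miR-278-x, and that of the predicted miRNA, were removed. Without CL replicate 3, those from competent larvae of miR-183-x, miR-2478-y and miR-281-x were removed, and without Pre-CL replicate 3, those from precompetent larvae of miR-183-x and miR-206-y and that of the predicted miRNA. DESeq2 removed that of miR-276-y, and the fit of only the 6 libraries compared that of the predicted miRNA. The remaining alternatives set before the data were examined removed none. Among those chosen after seeing the values, miRNA tags as library size removed all 38, dropping 71 of the miRNAs in Table S2. The paper's rule over clean reads removed 31 and with 0 written as 3 counts 37, dropping 12 and 44, and contained references left out removed 3 of 28 that had a value, dropping 100.

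The paper lists miR-1175-y and miR-125-x among the miRNAs with the largest differences. Their fold changes here were 17.9 and 17.0, under its limit of 20-fold, while 9 of its list were over it. For miR-1175-y, 12 settings gave over 20-fold: clean reads, total miRNA counts or miRNA tags as library size, limma, the paper's rule in each of its 4 forms, and the fits without Pre-CL replicate 1, Pre-CL replicate 2, CL replicate 2 or PL replicate 1. For miR-125-x, 9 did: the same 3 library sizes, the block for the replicate number, the paper's rule in each of its 4 forms, and the fit without CL replicate 3. Outside the paper's list, miR-92-x had 30.0-fold, and 20 of 26 settings gave it over 20-fold. The predicted miRNA TCAACAGAAATGGCGGACCCGGT, chosen after its values were seen, had 20.1-fold, and 8 of the 26 settings gave it over 20-fold. It was under that limit without Pre-CL replicate 3 (15.5-fold), CL replicate 1, 2 or 3 (19.1 to 19.2-fold), PL replicate 1 (15.6-fold) or PL replicate 2 (17.5-fold). For the predicted miRNA in the second line of Table 2, the paper gives a fold change computed from a TPM of 0.01 for no count, and here it was at least 49.9-fold.

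Of the miRNAs in Table 2, miR-3968-y and miR-2478-y are outside its stated criteria by the values that it prints. By the P that Table 2 prints, miR-182-x meets them, but it does not by the P in Table S2 or by the P recomputed from the deposited TPM. The paper states at one place that let-7-y falls to the postlarval stage by real-time PCR, and at another that it rises in both methods. In the sequencing data it rose, with log2 fold changes of 1.31 and 0.65, of which the second was called in 5 of 26 settings, namely total miRNA counts and miRNA tags as library size, the paper's rule on log2 TPM and on TPM, and that rule with 0 written as 3 counts. The paper's upper end of clean reads is that of PL 3, and CL 1 had 10694742.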

Other observations

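The tests of references with one sequence, of references ending in CCA, of miRNAs counted only in postlarvae, of rho and of the 25 miRNAs that edgeR tested without calling them, and the settings with 0 written as 3 counts and with TPM over clean reads, were chosen only after the data or the results were seen.

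Chance in the grouping of libraries was tested by other splits. For the calls between 2 stages, 1 of 10 splits of the 6 libraries, the real one, called as many miRNAs. The largest other split called 1 miRNA between the larval stages and 0 in each comparison with postlarvae. Since 10 splits never give a share under 0.1, whatever the counts, this test could not exclude chance for the single comparisons. For the miRNAs called in at least one comparison and those over 20-fold, 1 of 100 splits drawn from the 280 of the 9 libraries, the real one, gave as many, so that chance is excluded for these counts. The largest other splits gave 86 and 9. For the miRNAs of Table 2 it was also 1 of 100, with 30 in the largest other split. That list was chosen by the authors on the stages of these same libraries, so the splits alone leave chance open for it. EdgeR called all 39 at an adjusted p under 0.05 over the 214 miRNAs tested, an adjustment that does not rest on the list. This argues against chance for the list as a whole.

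The paper's rule called 90 miRNAs that edgeR did not. Of these, 65 had been left out by edgeR's filter on low counts, so that no call was open to them, and 26 of the 65 were called by edgeR with no filter. On the side of the paper's rule, a candidate cause is that a count of 0 is written as 0.01 TPM. With 0 written as the TPM of 3 counts, 44 of the 90, 48.9%, were no longer called by the paper's rule, while 105 of the 105 called by both still were. All 44 are among those left out by the filter, and 13 of them were called by edgeR with no filter. Of the 25 that edgeR tested and did not call, 0 were lost this way, which argues against this cause for them. The TMM library sizes are another candidate cause for the 25. With total miRNA counts as library size, edgeR called 20 of them, 80%, in the comparison and direction of the paper's rule, against 7 with clean reads, 8 with no limit on the fold change and 2 with unadjusted p. The values needed for this cause are there for these 20, which does not say which library size is right, and the other 5 stay open.

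More miRNAs were called higher than lower in postlarvae against competent larvae, 48 against 31 by edgeR. This did not hold when only miRNAs of a mean TPM over 10 were tested, with 19 higher and 25 lower. That setting also computed the TMM sizes anew on the miRNAs kept. Among the same miRNAs, the calls made with all 214 tested were 22 higher and 18 lower, those with clean reads as library size 29 and 13, and those with total miRNA counts 38 and 9, a split chosen after the values were seen, so the excess was not confined to miRNAs with low counts in these settings. That TPM were computed over miRNA tags could produce this by the paper's rule. With TPM over clean reads, 70.4% of the calls were still higher, 81 against 34, compared with 78.0% as deposited, which argues against this as the whole cause. The scaling of the libraries and a difference between stages stay open.

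References with one sequence, such as miR-183-x and miR-263-x, moved together. Tags counted on more than one reference may be the cause, and in 6 libraries the counts added up to more than the tags annotated as miRNA. Counts over tags were 0.992 to 1.022, and 0.898 to 0.915 without the 34 references contained in another. A shared sequence leaves no biological difference to test between such references.

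Of the 373 references of 18 nt, 12 (3.22%) ended in CCA, against 4 of 545 longer ones (0.734%; Fisher's exact test, p = 0.00801). The 3' ends of tRNA, which end in CCA, are a candidate source. The test was run on the references in which the pattern was noticed, so it leaves this open. If the larger tRNA share of postlarvae were the cause, the counts on these references would rise with it. Between postlarvae and competent larvae, the tRNA share had a ratio of 8.99. The summed counts of these references, scaled to the total miRNA counts and not by TMM, had a ratio of 0.639. These values argue against this cause. One reference, miR-2478-y, held 89.3% of the counts. Without it, the ratio of the summed counts on the same scale was 1.70. That value rests on PL replicate 1, since without that library it was 0.81. Within stages, these counts went with the share of reads under 18 nt over 9 libraries (Pearson's r 0.973, Spearman's rho 0.967, each with p = 0.0139 by an exact permutation test of 216 orders and adjusted p = 0.0556 over 4 relations). Without Pre-CL replicate 3 and PL replicate 1, r was 0.90. Without miR-2478-y, r was 0.747 and 0.454 without those libraries. More short RNA fragments in some libraries therefore stay open, as no adjusted value passed 0.05.

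In all 3 postlarval libraries and in no larval library, 25 miRNAs were counted, 17 of them with 18-nt references. They had at most 69 counts in a library and 0.00999% of the postlarval counts. All 25 are in Table S2, and edgeR called 14. Short fragments of other RNAs matched to these references may contribute. Of the miRNAs called higher in postlarvae than in precompetent larvae, 11 of 61 had 18-nt references, against 2 of 47 called lower (Fisher's exact test, p = 0.0370). Without the miRNAs of the pattern itself, 2 of 47 called higher had them (Fisher's exact test, p = 1), so the first value rests on these miRNAs and leaves the explanation open. Expression in postlarvae alone was not tested.

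Pairs of miRNA and target moved in opposite directions in most cases. That only inverse rank orders of 3 stage means were kept may be the cause, and rho took only 2 values over 30524 pairs, each pair at -0.87 with a tie. No biological explanation was tested, because the pairs have no replicates.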
